A study of Homo sapiens with 3 samples. Its data were reported in "Androgen receptor and MYC equilibration centralizes on developmental super-enhancer" (2021).

How the data were processed

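The data are loop lists from H3K27ac HiChIP in VCaP cells, an androgen receptor-positive line derived from a prostate cancer metastasis. HiChIP joins DNA ends that lie close together in the nucleus and then enriches the joined fragments with an antibody. Here the antibody recognised acetylation of histone H3 at lysine 27, a mark of active promoters and enhancers. Cells kept in androgen-starved medium received vehicle, or dihydrotestosterone (DHT, the androgen) for 2 h or 24 h. The labels give 1 library for each of these 3 groups, so there are no replicates. Each library was grouped by its label, and its loop list covers chromosome 8 only.

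The authors cut crosslinked chromatin with MboI, ligated biotin-filled ends, precipitated with the H3K27ac antibody, and made libraries with the Tn5 transposase for paired-end sequencing. They trimmed the reads with Trim Galore and aligned them to hg19 with HiCUP under its default filters for artefactual read pairs. They then passed the valid pairs to hichipper with ChIP-seq peaks fixed in advance as loop anchors. The versions used for these libraries were not stated. The deposited values are whole-number counts of paired-end tags (PETs), that is, read pairs joining the 2 anchors of a loop, and the authors did not scale them between libraries. The lists have no header. The other columns the authors deposited are anchor starts and ends, in an unnamed unit that fits base pairs of hg19. Starts were read as BED-style and are printed 1-based.

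The 3 lists held 8103 distinct anchors, of which 8006 occurred in all 3, and no anchor overlapped its neighbour. The median anchor was 1705 bp wide. Loop spans, measured between anchor midpoints, ran from 5000 bp up to just under 2 Mb. The lists held 356703 PETs in the vehicle library, 297655 in the DHT 2 h library and 158072 in the DHT 24 h library. These totals are loop PETs of chromosome 8 and not the sequencing depth of the libraries, which was not used here. Values were scaled to them and given as PETs per 10000 chromosome 8 loop PETs. Shares carry 95% Wilson intervals, and the smallest share a library can show was set at 3 PETs of its total. PETs carry no molecular identifiers, so intervals, floors and tests cover counting error only.

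The regions, comparisons, named loops and alternatives were fixed before the data were examined, except where stated. The regions were the MYC promoter as 5 kb on each side of the transcription start, a PCAT1 arm holding PCAT1 and PRNCR1 centromeric of MYC, a PVT1 arm telomeric of MYC over the PVT1 gene body in a model shorter than that of GENCODE, with its last anchor ending at 129114752, and a MYC locus holding all of these. A loop joined 2 regions when 1 anchor overlapped each. Each DHT library was compared with vehicle by a two-sided Fisher's exact test on PETs, against all other loop PETs of the chromosome or, where stated, against other PETs at the same region. The 10 region tests were adjusted together by Benjamini-Hochberg, and those of 1 further region, which stayed in the adjustment, are not reported here. Effects are log2 ratios of shares with 95% intervals from the counts. With 1 library per group these tests compare the libraries and not the conditions.

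For loops across the chromosome, anchor midpoints were placed in 10 kb bins. Every bin pair with at least 10 PETs in at least 1 of the 2 libraries compared was tested by Fisher's exact test, with Benjamini-Hochberg adjustment at 0.05. Ratios of bin pairs used 0.5 PET added to each count for direction and ranking. The chromosome was also cut into 1 Mb windows from position 1, with 0.5 PET given to the window of each anchor midpoint. A loop counted as shared when both anchors overlapped those of a loop in the other library. Loops and bin pairs named in the text followed a rule. The rule took the 5 MYC promoter loops with the most PETs in vehicle. Outside the MYC locus it took the 3 bin pairs with the largest rise and the 3 with the largest fall in mean log2 ratio, among those past the threshold in the same direction at both times. Other anchors and windows named were chosen after their values were seen, and the text says so.

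Genes come from GENCODE release 44 mapped to GRCh37, the same assembly as hg19. Androgen response elements were searched on the GRCh37 sequence. The bin pair test was tested on simulated Poisson counts with 200 pairs changed. These were drawn from pairs with at least 20 PETs expected in vehicle, so recovery of weaker pairs, which the test also takes, was not measured. At 4-fold it recovered 160 of the 200 at the depths of the 2 h comparison, with 14 false calls among 7298 bin pairs tested, and 149 of 200 at those of the 24 h comparison, with 4 false calls among 6606. At 2-fold it recovered 55 and 26 of 200, among 7314 and 6503 bin pairs tested. With no pair changed it made 0 calls among 7348 and 6521. Poisson counts hold counting error only. The bin pairs of these libraries scattered more than that, so the simulated false calls do not measure those in the data. Alternatives tried were minimum PETs per loop, scaling, promoter window, arm limits, loop span, distance class, bin and window size, ranking by log2 ratio, a 2-fold minimum and the definition of a shared loop. The median-of-ratios scaling used 1803 bin pairs with at least 10 PETs in all 3 libraries and gave size factors of 1.39, 1.00 and 0.708, with exact binomial tests. Relative to total PETs the size factors stood at -0.21 on the log2 scale at 2 h and at 0.20 at 24 h. The alternative limit of the PCAT1 arm was the transcript PCAT1-208 with 10 kb on each side. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.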

Results

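Loops of chromosome 8 were measured by H3K27ac HiChIP in VCaP prostate cancer cells treated with vehicle, with DHT for 2 h or with DHT for 24 h. The question was how DHT changes contacts of the MYC promoter with enhancers on either side of the gene. Each condition had 1 library and no replicates, so every difference given is a difference between libraries. The vehicle library held 142727 loops and 356703 PETs. The DHT 2 h library held 135024 loops and 297655 PETs, and the DHT 24 h library 83156 loops and 158072 PETs, which was 44.3% of the vehicle PETs. Loops with a single PET made up 64.1% of loops in vehicle, 66.4% at 2 h and 71.0% at 24 h. Loops with at least 10 PETs numbered 5006, 3734 and 1596, and carried 32.1%, 25.1% and 18.6% of the PETs. The smallest share each library could show was 0.0841, 0.101 and 0.190 PETs per 10000. The median loop spanned 239 kb in vehicle, 229 kb at 2 h and 195 kb at 24 h. Weighted by PETs the libraries were closer, with 51.9%, 50.3% and 51.8% of PETs in loops under 100 kb.

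The typical change of a bin pair depended on which pairs were taken. Over the 1803 bin pairs with at least 10 PETs in all libraries, median-of-ratios size factors stood at -0.21 on the log2 scale at 2 h relative to vehicle and at 0.20 at 24 h. The median log2 ratio over all bin pairs tested was -0.18 at 2 h and -0.17 at 24 h, and over 217 strong pairs outside the MYC locus it was -0.32 and -0.21. The direction of the shift at 24 h is therefore not settled. A minimum of 10 PETs in all libraries is hardest to meet in the shallow 24 h library, so it may favour pairs with high counts there. A minimum in only 1 of the 2 libraries may favour the deeper vehicle library. Median-of-ratios values at 24 h carry this limit. Changes are given on total PETs, with median-of-ratios scaling as an alternative. Bin pairs outside the MYC locus with a mean of at least 50 PETs also scattered more than counting allows. Across the 217 the SD of the log2 ratio to vehicle was 0.89 at 2 h and 0.66 at 24 h, where counting error gives 0.24 and 0.29. The Fisher's exact tests do not contain this scatter.

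The MYC promoter window held 1 anchor, at chromosome 8, 128747126 to 128753545 (hg19), over the starts of MYC and of the antisense lncRNA CASC11. GENCODE places MYC at 128747680 to 128755197 on the plus strand. The PCAT1 arm held 28 anchors between 128001090 and 128147721. They lie over exons and introns of the lncRNA PCAT1, whose GENCODE model runs from 127568568 to 128431295, and over PRNCR1 and CASC19. In vehicle, 1364 PETs joined the MYC promoter to the PCAT1 arm, or 38.2 per 10000 (Wilson 95% interval 36.3 to 40.3). At 2 h of DHT there were 185 PETs, or 6.22 per 10000 (5.38 to 7.18), and at 24 h 222 PETs, or 14.0 per 10000 (12.3 to 16.0). The share was 6.15-fold lower at 2 h, a log2 ratio of -2.62 (95% interval -2.84 to -2.40; Fisher's exact adjusted p = 4.76e-178). It was 2.72-fold lower at 24 h, a log2 ratio of -1.45 (-1.65 to -1.24; Fisher's exact adjusted p = 2.09e-53). With median-of-ratios scaling these log2 ratios were -2.41 and -1.65. The alternative that moved the 2 h value most took the short transcript PCAT1-208 (128025399 to 128033259) with 10 kb on each side in place of the whole arm. It held 357 of the 1364 vehicle PETs and gave -3.01, and at 24 h a minimum of 10 PETs per loop gave -1.14. The contact covered 15 bin pairs. Of 10000 sets of 15 bin pairs outside the MYC locus, matched on mean PETs and 10 of the 15 also on span, 0 fell as far at 2 h or at 24 h. The middle 95% of sets ran from -0.82 to 0.47 at 2 h and from -0.61 to 0.44 at 24 h. These sets were chosen after the strongest MYC promoter loops had been seen. Pairs of a set were drawn from across the chromosome, whereas the 15 share the promoter and do not vary independently. The spread of the sets may therefore be too narrow for this contact.

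**Figure D1:**
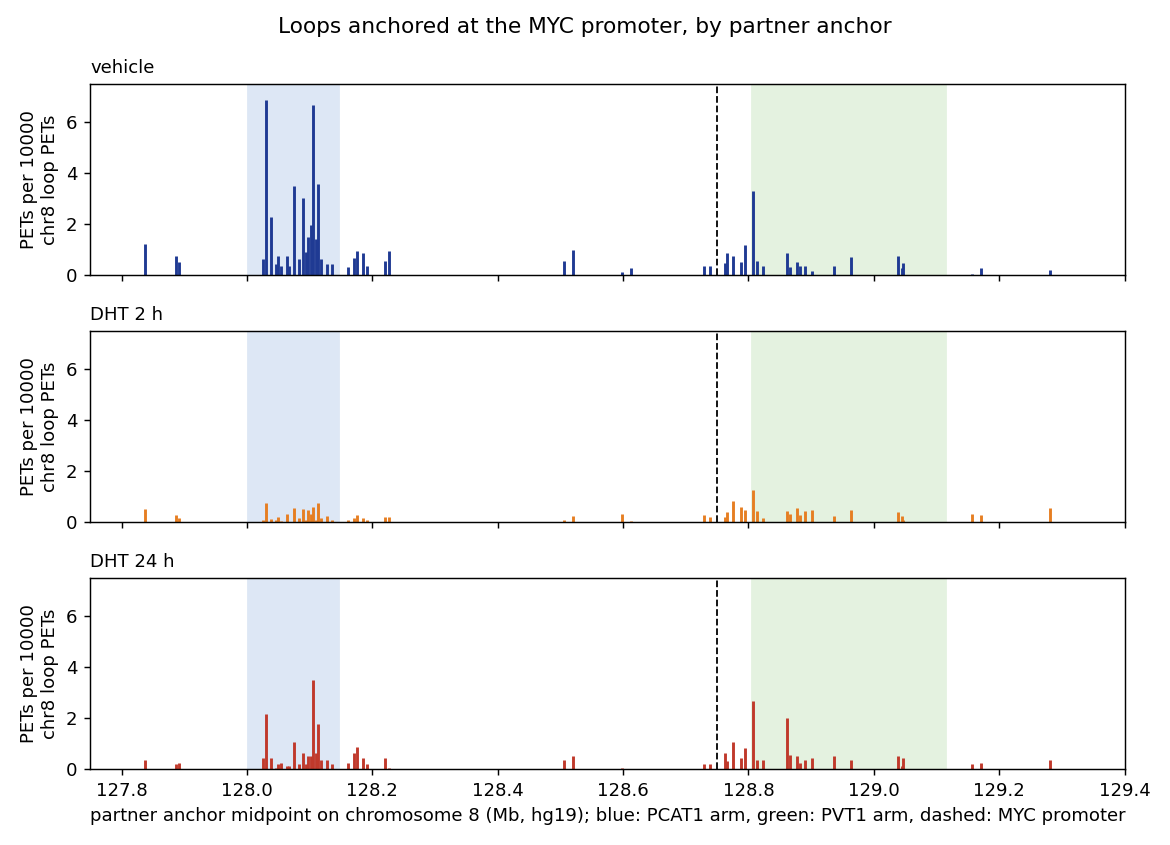
PETs per 10000 chromosome 8 loop PETs (vertical axis) between the MYC promoter and each partner anchor, drawn at the midpoint of the partner in Mb of hg19 (horizontal axis), with 1 panel per library; partners in the range shown with at least 10 PETs in any library are drawn, blue shading marks the PCAT1 arm, green the PVT1 arm and the dashed line the MYC promoter. The tallest line, at 6.84 in vehicle, stands at 0.739 at 2 h and 2.15 at 24 h.

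All 20 PCAT1 arm partners of the MYC promoter with at least 10 PETs in any library had a lower share than vehicle at both times. After adjustment over 59 partners, 18 of the 20 passed the threshold at 2 h and 10 at 24 h. The loop with the most PETs in vehicle reached the anchor at 128028433 to 128033335, over a PCAT1 exon, with 244 PETs in vehicle, 22 at 2 h and 34 at 24 h. Next came the anchor at 128104273 to 128107037, over an exon of PRNCR1 and introns of PCAT1 and CASC19, with 238, 18 and 55 PETs. The anchor at 128112771 to 128115645, in introns of PCAT1 and CASC19, had 127, 22 and 28 PETs. The anchor at 128072784 to 128076542, over a PCAT1 exon, had 124, 16 and 17 PETs. The remaining loop of the top 5 left for the other side, to the start of PVT1 at 128805591 to 128810146, with 117, 37 and 42 PETs. Its log2 ratio was -1.40 at 2 h (Fisher's exact adjusted p = 3.76e-07) and -0.30 at 24 h (adjusted p = 0.487).

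The fall extended to the PCAT1 arm as a whole. PETs with any anchor in the arm went from 555 per 10000 in vehicle (Wilson 548 to 563) to 242 at 2 h (236 to 247) and 397 at 24 h (388 to 407). To separate the contact from the arm, PETs reaching the MYC promoter were taken as a share of all PCAT1 arm PETs, which needs no scaling between libraries. That share was 6.89% of 19800 PETs in vehicle (Wilson 6.54 to 7.25), 2.57% of 7193 at 2 h (2.23 to 2.96) and 3.53% of 6283 at 24 h (3.10 to 4.02). The log2 ratio to vehicle was -1.42 at 2 h (-1.64 to -1.20; Fisher's exact adjusted p = 3.39e-47) and -0.96 at 24 h (-1.16 to -0.76; Fisher's exact adjusted p = 2.82e-24). Over the alternatives it ran from -1.42 to -1.27 at 2 h and from -1.01 to -0.79 at 24 h.

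The PVT1 arm, with 52 anchors between 128805591 and 129114752, gave a different pattern. PVT1 is a lncRNA that GENCODE places at 128806772 to 129199347, so the end of this longer model lies outside the arm. The MYC promoter joined it with 462 PETs in vehicle, or 13.0 per 10000 (Wilson 11.8 to 14.2). There were 282 PETs at 2 h, or 9.47 per 10000 (8.43 to 10.6), and 237 at 24 h, or 15.0 per 10000 (13.2 to 17.0). The 2 h share was lower, with a log2 ratio of -0.45 (-0.66 to -0.24; Fisher's exact adjusted p = 3.83e-05), and -0.24 with median-of-ratios scaling. Within the same distance class it was -0.25 and no longer past the threshold (Fisher's exact adjusted p = 0.0599, against 5.70e-06 to 0.0599 over 9 alternatives). This setting restricts the contact as well as its reference to loops of 100 to 500 kb. It kept 291 PETs in vehicle, 211 at 2 h and 172 at 24 h, and left out the loop to the start of PVT1. The 24 h share did not differ detectably from vehicle at this depth, with a log2 ratio of 0.21 (-0.01 to 0.44; Fisher's exact adjusted p = 0.0710) and 0.01 with median-of-ratios scaling. Its direction and call changed with the minimum PETs per loop, from -0.17 at 10 PETs to 0.42 at 2 PETs, and the same distance class gave 0.41. PETs with any anchor in the PVT1 arm went from 230 per 10000 in vehicle (Wilson 226 to 235) to 192 at 2 h (187 to 197) and 305 at 24 h (296 to 313). Of 14 partners in the PVT1 arm, 10 had a lower share than vehicle at 2 h and 7 at 24 h. At 2 h, 2 of the 14 passed the threshold downward and 0 upward. They were the start of PVT1 and a PVT1 intron anchor at 129046038 to 129048538, named after its values were seen. The intron anchor had 17 PETs in vehicle, 2 at 2 h (Fisher's exact adjusted p = 0.00601) and 7 at 24 h. At 24 h, 0 passed the threshold downward and a single partner passed it upward. This anchor, in a PVT1 intron at 128859358 to 128862495 and named after its values were seen, went from 0.869 PETs per 10000 in vehicle to 0.437 at 2 h and 2.02 at 24 h (log2 ratio 1.22, Fisher's exact adjusted p = 0.00602). Another 2 partners in PVT1 introns, also named after their values were seen, lie beyond the arm and are not in the count of 14. The anchor at 129155705 to 129159076 had 2 PETs in vehicle, 10 at 2 h (Fisher's exact adjusted p = 0.0299) and 3 at 24 h (adjusted p = 0.407). That at 129169183 to 129172122 had 10, 8 and 4. Telomeric of the PVT1 gene, the anchor at 129278797 to 129282877, named in the same way, had 7, 17 and 6 PETs. It passed the threshold upward at 2 h (Fisher's exact adjusted p = 0.0274) and not at 24 h (adjusted p = 0.480). With the arm extended from 10 kb telomeric of the MYC start to the end of the MYC locus, the log2 ratio was -0.41 at 2 h and 0.15 at 24 h.

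Among PETs at the MYC promoter, the balance of the arms shifted. The PCAT1 arm took 47.7% of 2857 MYC promoter PETs in vehicle (Wilson 45.9 to 49.6), 18.6% of 992 at 2 h (16.3 to 21.2) and 28.4% of 782 at 24 h (25.3 to 31.6). The PVT1 arm took 16.2% (14.9 to 17.6), 28.4% (25.7 to 31.3) and 30.3% (27.2 to 33.6). The log2 odds ratio of PCAT1 arm against PVT1 arm was -2.17 at 2 h relative to vehicle (-2.48 to -1.86; Fisher's exact adjusted p = 2.40e-44) and -1.66 at 24 h (-1.96 to -1.35; Fisher's exact adjusted p = 5.62e-26). A ratio within the promoter shows an unequal change of the arms and not that the PVT1 arm gained PETs. The interval between the PCAT1 arm and the MYC promoter also lost PETs to the promoter, from 13.3 per 10000 in vehicle to 5.91 at 2 h and 8.60 at 24 h.

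**Figure D2:**
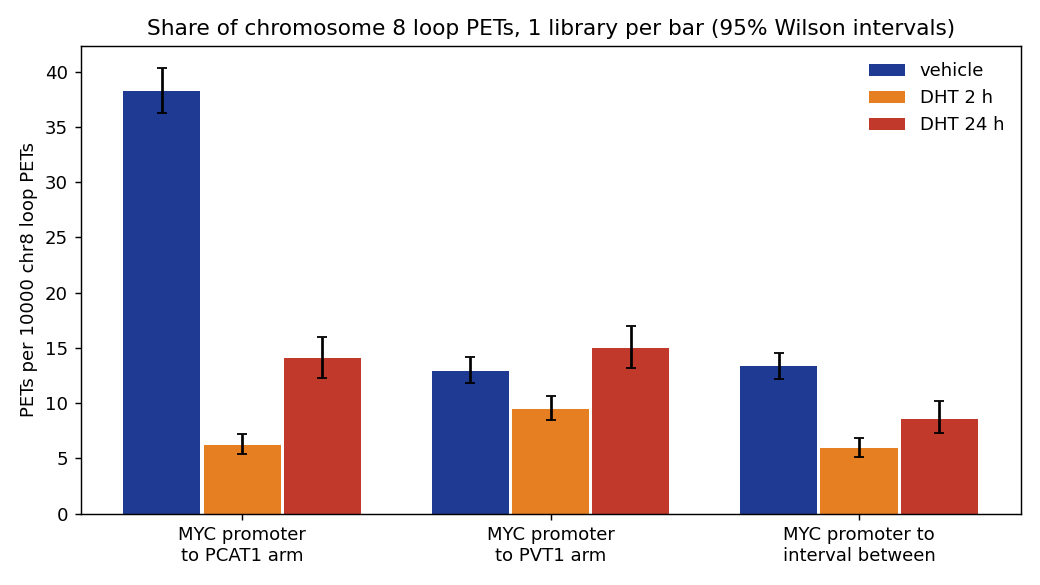
PETs per 10000 chromosome 8 loop PETs (vertical axis) for 3 sets of loops, with bars for the vehicle, DHT 2 h and DHT 24 h libraries and 95% Wilson intervals as error bars, which cover counting error only. The MYC promoter to PCAT1 arm bars stand at 38.2, 6.22 and 14.0, and the MYC promoter to PVT1 arm bars at 13.0, 9.47 and 15.0.

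To place the locus on the chromosome, 1 Mb windows were ranked. The window that ends at 129000000, which holds the PCAT1 arm and MYC, ranked 1 of 133 windows in vehicle with 761 PETs per 10000. The window at 134000001 to 135000000, which holds NDRG1 (134249418 to 134314265), followed with 706. At 2 h the MYC window had the largest fall, by 315 PETs per 10000, and the NDRG1 window fell by 275. The NDRG1 and TRIB1 windows were named after their values were seen. On the log2 scale these falls were -0.77 and -0.71. Ranked by log2 ratio among 108 windows with at least 100 PETs in vehicle, the MYC window came to rank 3. At 24 h the MYC window fell by 70.0 and ranked 2, behind the window at 126000001 to 127000000, which fell by 86.6 and holds TRIB1 (126442600 to 126450645). Ranked by log2 ratio the MYC window was then at rank 33. In windows of 0.5 Mb the loss separated. The window that ends at 128500000, with the PCAT1 arm, ranked 1 of 249 in vehicle and in its fall at both times. The window at 128500001 to 129000000, with the MYC promoter, ranked 8 in vehicle and 5 in its fall at 2 h, and rose by 40.5 PETs per 10000 at 24 h. This window also holds part of the PVT1 arm, where PETs rose at 24 h as given above. Its rise was not one of the promoter, whose PETs fell from 80.1 per 10000 in vehicle to 49.5 at 24 h.

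**Figure D3:**
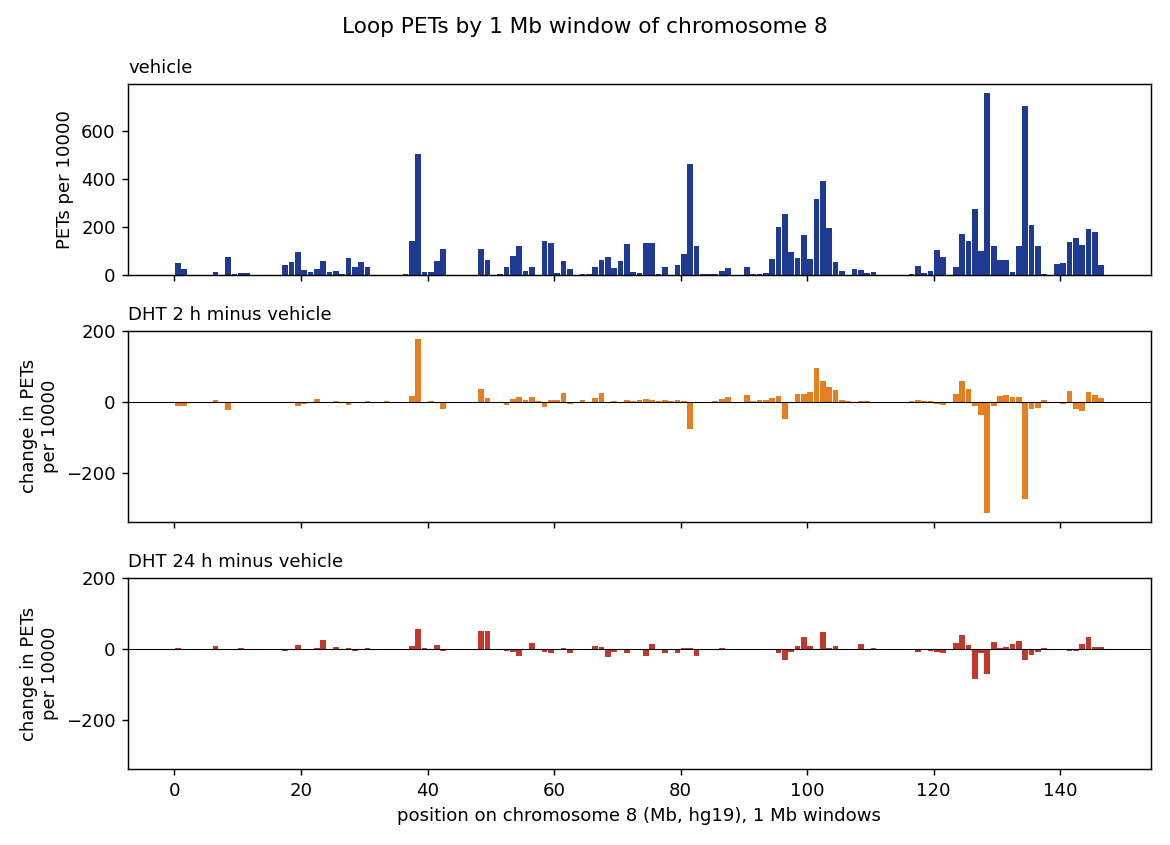
PETs per 10000 chromosome 8 loop PETs in 1 Mb windows along chromosome 8 (horizontal axis, Mb of hg19) for the vehicle library (top), and the change from vehicle in the DHT 2 h (middle) and DHT 24 h (bottom) libraries, on the same scale for both changes. The MYC window stands at 761 in vehicle and fell by 315 at 2 h and by 70.0 at 24 h.

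Bin pairs were then compared one by one. At 2 h, 940 of 7491 bin pairs tested differed from vehicle by Fisher's exact test with Benjamini-Hochberg adjustment, 409 higher and 531 lower. With median-of-ratios scaling there were 1038, of which 687 were higher and 351 lower, so the split by direction rests on the scaling. At 24 h, 188 of 6333 differed, 114 higher and 74 lower, and with median-of-ratios scaling 212, of which 66 were higher and the rest lower. In the MYC locus 125 were lower at 2 h and 29 of 38 at 24 h. Bin pairs past the threshold at both times numbered 78, and 67 of these had the same direction, with 60 lower and 7 higher. Both comparisons use the same vehicle library, and a deviation of that library moves both ratios the same way. Agreement between the times is therefore not independent evidence, here or for the named pairs below. Of the 60 that were lower, 27 touched the MYC locus.

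Outside the MYC locus, the rule named 6 bin pairs. The rise was largest between the start of YWHAZ (101960001 to 101970000) and that of the lncRNA FLJ42969 (102040001 to 102050000), with 6 PETs in vehicle, 20 at 2 h and 14 at 24 h. An intergenic pair at 123750001 to 123770000, with ZHX2 as its nearest coding gene, had 18, 48 and 29 PETs. A pair in the body of LYN at 56900001 to 56920000 had 19, 42 and 30 PETs. Their log2 ratios ran from 1.41 to 2.00 at 2 h and from 1.83 to 2.40 at 24 h. The falls were between the starts of ASPH (62620001 to 62630000) and LINC02842 (62690001 to 62700000), with 25, 6 and 1 PETs, at least 3.69-fold lower at 24 h; between an intron of CPA6 (68580001 to 68590000) and sequence just upstream of it (68660001 to 68670000), with 48, 10 and 4 PETs; and within NDRG1 (134270001 to 134280000 and 134290001 to 134300000), with 78, 15 and 9 PETs. At 2 h their log2 ratios ran from -2.12 to -1.80. The largest adjusted p-value from Fisher's exact tests of the named pairs was 0.0417.

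Loops were also compared by presence. Of the 142727 vehicle loops, 43.7% were found at 2 h (Wilson 43.4 to 43.9) and 31.6% at 24 h (31.4 to 31.8). Among the 5006 vehicle loops with at least 10 PETs, 99.2% were found at 2 h and 97.7% at 24 h. With libraries thinned to the PETs of the 24 h library, an alternative added after the data were seen, the shares were 38.9% at 2 h and 39.0% at 24 h. The difference between the times was thus not detectable at equal PETs.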

Values the study reported

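From H3K27ac ChIP-seq of VCaP cells, the study counted 1244 super-enhancers. It placed the one over PCAT1 and PRNCR1 at the top of that list and described a weaker one in the PVT1 region.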

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

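The comparison of the DHT libraries with each other and the matched sets of bin pairs were chosen after the strongest MYC promoter loops of each library had been seen.

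The DHT 24 h library differed from the DHT 2 h library in each of 4 region measures, by two-sided Fisher's exact tests adjusted over 5 tests. The MYC promoter to PCAT1 arm share was higher at 24 h, with a log2 ratio of 1.18 (Fisher's exact adjusted p = 1.36e-15). The MYC promoter to PVT1 arm share was higher by 0.66 (exact adjusted p = 4.50e-07). The log2 odds of PCAT1 arm against PVT1 arm rose by 0.51 (exact adjusted p = 0.00808). The share of PCAT1 arm PETs reaching the MYC promoter rose by 0.46 (exact adjusted p = 0.00153). The first pair of measures depends on scaling between libraries, and the shift between the DHT libraries depended on the bin pairs taken. Size factors over pairs with at least 10 PETs in all libraries gave 0.42, and the median of the 217 strong pairs outside the MYC locus gave 0.13. With the size factors the measures were 0.76 and 0.25. The PVT1 arm value was then no longer past the threshold (exact adjusted p = 0.0554, against 9.63e-10 to 0.0589 over its 9 alternatives). The remaining pair of measures needs no scaling. They stayed positive under each of their 7 alternatives. With the transcript PCAT1-208 and 10 kb on each side in place of the arm they were no longer past the threshold (Fisher's exact adjusted p = 0.118 and 0.380, the largest over their alternatives, where the smallest were 1.23e-06 and 2.61e-05), at 37 PETs in the 2 h library and 48 in the 24 h library.

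A biological reading is a partial return of the MYC promoter to PCAT1 arm contact between 2 h and 24 h of DHT. The technical reading is an ordinary difference between libraries. To weigh them, 10000 sets of 15 bin pairs elsewhere on chromosome 8 were drawn to match the contact in mean PETs, and in span too for 10 of the 15. The log2 ratio of 24 h to 2 h in the middle 95% of these sets ran from -0.68 to 0.83, and the contact lay at percentile 99.8. The contact therefore stood outside most matched sets. Bin pairs of 1 locus do not vary independently, and no replicate shows how far a second 24 h library would lie from the first, so the difference cannot be told apart from variation between libraries. The 1 Mb window with NDRG1, which holds none of the regions and was named after its values were seen, changed by 0.65 on the log2 scale from 2 h to 24 h and the MYC window by 0.63.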

How the results depend on the processing

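The alternatives were fixed before the data were examined, apart from the libraries thinned to equal PETs and the ranking by PETs per anchor, which were added after the data had been seen. Of 96 recomputed values for 15 results, 67 kept their direction and their side of the threshold, or for values with no test stayed near their size, under an alternative able to move them. They include 10 counts of differing bin pairs, held to within 1.5 times and not to a direction, and the direction of those calls changed as given below. Another 14 could not move and show no stability: the promoter window of 2.5 kb holds the same anchors, a minimum span of 20 kb removes no loop from the ratio of the arms, and stricter overlap changes nothing for anchors shared by all libraries. The remaining 15 changed a call or a size, as follows. The distance class does not apply to the ratio of the arms, and scalings do not apply to ratios within a region, so neither was run there.

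The MYC promoter to PCAT1 arm fall kept its direction and stayed past the threshold under its 9 alternatives, from -3.01 to -2.41 on the log2 scale at 2 h and from -1.72 to -1.14 at 24 h. The balance of the arms ran from -2.56 to -2.10 at 2 h and from -1.93 to -0.97 at 24 h over its 7. The share of PCAT1 arm PETs reaching the promoter also kept its call under its 7.

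Results near the threshold were less steady. The MYC promoter to PVT1 arm value at 24 h reversed to -0.17 with at least 10 PETs per loop. It passed the threshold upward with at least 2 PETs per loop, at 0.42, and within the same distance class, at 0.41. At 2 h it was -0.25 in the same distance class and no longer past the threshold. A minimum of PETs per loop removes more of a shallower library: 10 PETs kept 32.1% of vehicle PETs and 18.6% of those at 24 h. The same distance class drops the shorter loops of the contact, among them that to the start of PVT1, and so changes the contact itself. Beyond this, the cause of these changes was not tested.

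Ranks moved with the window. In 0.5 Mb windows the window with the MYC promoter ranked 8 in vehicle, 5 in its fall at 2 h and 248 of 249 at 24 h. A window edge separates it from the PCAT1 arm, whose window ranked 1 in each of these. The 0.5 Mb window with the promoter also holds part of the PVT1 arm. Its rise at 24 h was not one of the promoter, whose PETs fell from 80.1 to 49.5 per 10000. In 2 Mb windows the MYC window ranked 2 in vehicle. In 1 Mb windows its fall ranked 3 at 2 h and 33 at 24 h by log2 ratio. With at least 10 PETs per loop its fall at 24 h ranked 3 in place of 2. Outside the 0.5 Mb windows the cause was not tested.

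Counts of differing bin pairs ran from 847 to 1038 at 2 h and from 156 to 226 at 24 h. Median-of-ratios scaling moved the share that was higher from 43.5% to 66.2% at 2 h and from 60.6% to 31.1% at 24 h. Of the 940 calls at 2 h, 760 were also called with that scaling, and of the 188 at 24 h, 140. In 25 kb bins the higher share at 2 h was 54.7%, and with at least 20 PETs in 1 library that at 24 h was 47.8%, so the main direction of the calls was not stable at either time. Shared loops rose to 99.2% at 2 h and 97.7% at 24 h for vehicle loops with at least 10 PETs, and were 38.9% and 39.0% with libraries thinned to equal PETs.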

Other observations

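The tests of the MYC promoter contact and of loop span were chosen after the strongest MYC promoter loops and the spans of each library had been seen, and those of gene starts and of runs of anchors after the window and anchor values had been seen.

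The fall of the MYC promoter to PCAT1 arm contact was set against a general loss of long contacts. Outside the MYC locus, 26 bin pairs over 500 kb apart had a mean of at least 10 PETs. Their pooled log2 ratio to vehicle was 0.11 at 2 h (95% interval -0.07 to 0.29) and -0.027 at 24 h (-0.25 to 0.20), far from the contact at -2.62 and -1.45. A second explanation was loss of PETs at both ends. If the contact followed its ends, its log2 ratio would be near the sum of those of the other PETs at the MYC promoter and at the PCAT1 arm. It lay below that sum by more than the counting error at both times, with a difference of -0.86 at 2 h (-1.12 to -0.60) and -0.77 at 24 h (-1.03 to -0.52). The same model missed the MYC promoter to PVT1 arm contact in the other direction, by 1.29 at 2 h (1.04 to 1.55) and 0.76 at 24 h (0.49 to 1.03). The model thus failed for both arms, and the other PETs at the promoter include the change of the opposite arm. These differences are weak evidence on the PCAT1 arm contact. A loss of that contact beyond the loss at its ends may contribute, as a hypothesis, and a difference between single libraries was not excluded.

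The PCAT1 arm as a whole was set against other stretches of the chromosome. Among 6383 runs of 28 neighbouring anchors outside the MYC locus with at least 1000 PET ends in vehicle, none fell as far at 2 h as the arm, at -1.24, but the lowest run reached -1.18. At 24 h the arm stood at -0.54, and 323 of the runs fell as far. The runs overlap one another and are not independent.

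The strongest loop differed between the libraries. That of the DHT 2 h library, with 420 PETs, joined the start of NSD3 (anchor 38235252 to 38239410) to that of LETM2 (38240195 to 38244927). The strongest vehicle loop, with 541 PETs, lay within the PCAT1 arm (128028433 to 128033335 and 128104273 to 128107037). That of the 24 h library, with 231 PETs, joined 2 anchors at NDRG1 starts (134299235 to 134302624 and 134303596 to 134309570). The strongest loops of the DHT libraries join close neighbours, at spans just above the smallest in the lists, 5000 bp. They are not of like span to the vehicle loop. The LETM2 anchor carried 42.6 PETs per 10000 in vehicle, 119 at 2 h and 37.6 at 24 h. An anchor at the start of YWHAZ (101961941 to 101966504) carried 35.2, 87.6 and 44.3. These anchors were named after their values were seen. Among anchors with a mean of at least 50 PETs, 452 held a protein-coding gene start. Their mean log2 ratio of 2 h to vehicle was 0.23, against -0.01 for the other 2432. The difference exceeded permutations within classes of vehicle PETs (two-sided permutation p = 1e-05, the smallest they can give) and within GC classes (permutation p = 1e-05 again; 1.2e-05 for both after adjustment over 6 tests), although gene starts were richer in GC, at 49.7% against 43.4%. At 24 h the difference from vehicle had the other direction, at -0.11, and it also exceeded the permutations (two-sided permutation p = 0.00221 within classes of vehicle PETs and 1e-05 within GC classes). Gene starts may have gained PETs as a class in the 2 h library. Whether that follows DHT or the making of 1 library cannot be told without replicates.

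The 24 h library had shorter loops and fewer differing bin pairs, and its depth was tested as the cause of each. Vehicle thinned to the PETs of the 24 h library had a median loop span of 192 kb, next to 195 kb at 24 h and 239 kb before thinning, so depth can account for the shorter loops. The 2 h library thinned in the same way still gave a mean of 460 differing bin pairs, from 438 to 483 over 10 thinned copies, against 188 at 24 h. Depth therefore did not account for the whole difference in calls.

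Anchors with more or fewer PETs at both times were searched for the androgen response element AGAACANNNTGTTCT with up to 2 mismatches at its 12 fixed bases. Of 95 anchors that were higher at both times by Fisher's exact test, 35.8% held a match, compared with 22.5% of 142 that were lower and 15.0% of all 7809 anchors tested. Of the 142, 20 lay in the MYC locus. The difference had a two-sided permutation p of 0.0155 within width classes and of 0.0516 within GC classes. With up to 1 mismatch the permutation p was 0.0358 within width classes and 0.0402 within GC classes. After Benjamini-Hochberg adjustment over these 4 permutation tests each stood at 0.0516, so none passed the threshold. GC classes predicted a difference of 1.26 percentage points against 13.3 observed, so GC content accounted for little of it, and chance was not excluded. With up to 2 mismatches, lower anchors also held matches more often than all anchors tested, a comparison not matched for width. With up to 1 mismatch lower anchors held them less often, at 0.704% against 1.34% of all anchors tested and 5.26% of higher anchors. As none of the tests passed the threshold after adjustment, they do not tie androgen receptor sites to gained anchors. The 1-mismatch counts were small, and the anchors were named after their values were seen. The 5 higher anchors lay in an intron of PTK2B (27256530 to 27258651), in an intron of the unnamed gene ENSG00000253983 (75088503 to 75091505), over an exon of ANXA13 (124701182 to 124704913), at the start of FAM91A1 (124778882 to 124783026) and at the start of LINC01591 (136245251 to 136246827). The 1 lower anchor lay in an intron of ZFHX4-AS1 (77484067 to 77485548). Which anchors count as higher depends on the scaling to total PETs and on the single vehicle library that both comparisons share. Other scalings were not run for this search.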
